# Molecular and Physiological Functions of PACAP in Sweat Secretion

**DOI:** 10.3390/ijms24054572

**Published:** 2023-02-26

**Authors:** Michio Yamashita, Junko Shibato, Randeep Rakwal, Naoko Nonaka, Takahiro Hirabayashi, Brian J. Harvey, Seiji Shioda, Fumiko Takenoya

**Keywords:** sweat gland, eccrine gland, PACAP, aquaporin5 (AQP5), DNA microarray

## Abstract

Sweat plays a critical role in human body, including thermoregulation and the maintenance of the skin environment and health. Hyperhidrosis and anhidrosis are caused by abnormalities in sweat secretion, resulting in severe skin conditions (pruritus and erythema). Bioactive peptide and pituitary adenylate cyclase-activating polypeptide (PACAP) was isolated and identified to activate adenylate cyclase in pituitary cells. Recently, it was reported that PACAP increases sweat secretion via PAC1R in mice and promotes the translocation of AQP5 to the cell membrane through increasing intracellular [Ca^2+^] via PAC1R in NCL-SG3 cells. However, intracellular signaling mechanisms by PACAP are poorly clarified. Here, we used PAC1R knockout (KO) mice and wild-type (WT) mice to observe changes in AQP5 localization and gene expression in sweat glands by PACAP treatment. Immunohistochemistry revealed that PACAP promoted the translocation of AQP5 to the lumen side in the eccrine gland via PAC1R. Furthermore, PACAP up-regulated the expression of genes (*Ptgs2*, *Kcnn2*, *Cacna1s*) involved in sweat secretion in WT mice. Moreover, PACAP treatment was found to down-regulate the *Chrna1* gene expression in PAC1R KO mice. These genes were found to be involved in multiple pathways related to sweating. Our data provide a solid basis for future research initiatives in order to develop new therapies to treat sweating disorders.

## 1. Introduction

Sweat is an exocrine fluid secreted by the skin and is an essential body fluid for thermoregulation and skin water regulation [1]. It is secreted from the sweat gland of the eccrine gland and apocrine gland, and 90% of the sweat secretory function is performed by the eccrine gland, of which 99% is water and the rest is inorganic. Sweat secretion is promoted by an increased body temperature and stress, etc., and contributes to the maintenance of homeostasis in the organism. It is known that abnormalities in sweat secretion can lead to dyshidrosis, such as hyperhidrosis, which causes excessive sweating, and anhidrosis, which prevents sweat secretion. It is known that dyshidrosis can result in not only a high fever and heat stroke but also causes serious skin conditions such as pruritus and erythema, which markedly reduce the quality of life of patients [2,3]. The cause of these disorders is thought to be one of the causes of nervous system diseases and other underlying diseases, such as autonomic dysrhythmia, but its basis is yet to be clarified [1]. Therapies such as using an anticholinergic drug and surgical treatment are available for the treatment of hyperhidrosis; however, no well-defined therapy exists for anhidrosis [4,5,6,7,8]. Previous studies have reported the involvement of neurotransmitters and peptides, such as acetyl choline (ACh), noradrenaline (NA) and non-noradrenergic transmitter (NANC), and atrial natriuretic peptide, in the regulation of sweat secretion in sweat glands [9]. It is known that ACh and NA, which are the typical neurotransmitters involved in sweat secretory action, act on the G protein-coupled receptor of the Gs and Gq system expressed in sweat gland cells and increase Ca^2+^ and cyclic adenosine monophosphate (cAMP) in cells. Increased levels of intracellular Ca^2+^ and cAMP are thought to promote water secretion by translocating aquaporin5 (AQP5), the main water channels in sweat glands, from the cytosol to the plasma membrane [10].

Pituitary adenylate cyclase-activating polypeptide (PACAP) is a bioactive peptide isolated and identified to potently activate the adenylate cyclase in pituitary cells from the hypothalamus of the sheep brain [11,12]. PACAP is composed of 27 or 38 amino acid residues, with PACAP27 and PACAP38 almost showing the same action to increase cytosolic cAMP levels. PACAP belongs to the vasoactive intestinal peptide (VIP)/secretin/glucagon family. PACAP and VIP share three GPCR receptors: the PAC1 receptor (PAC1R) and VPAC1R and VPAC2R. In addition, various physiological roles of PACAP are becoming clear from the analysis of the tissue distribution of PACAP and its receptors and in vitro and in vivo physiological and pharmacological studies. PACAP is considered to act as a neurotransmitter/modulator and in addition to its hormonal action, PACAP has been reported to have many physiological effects, including the promotion of glucose-dependent insulin secretion in pancreatic islet B cells, the regulation of pain inhibition, immune suppression, protection against ischemic neuronal cell death, and nerve regeneration [13,14,15,16,17,18].

In recent years, research has also shown that PACAP can stimulate the secretion of exocrine glands in tissues such as the lacrimal gland, sweat gland, and salivary gland [19]. It was reported that PACAP gene knockout (KO) mice developed corneal damage similar to the dry eye [20]. In addition, the function of PACAP in promoting tear secretion in the lacrimal gland has been revealed, and its mechanism of action has been shown to involve the activation of the cAMP/protein kinase A (PKA) pathway by PACAP through its action on PAC1R in the lacrimal gland, leading to the phosphorylation of AQP5 and promoting the translocation of AQP5 from the cytosol to the cell membrane [20]. In sweat glands, immunohistochemical analysis using human and mouse skin tissue has shown that PACAP is present in nerve endings near eccrine glands and that PAC1R is expressed in the acinar cells of eccrine gland secretory cells [21]. The addition of PACAP to the plantar surface of the mice’s forepaws has been reported to increase sweat secretion in mice, and this effect is inhibited by an inhibitor of PAC1R [21]. In addition, it is reported that PACAP has an ability to increase the cytosolic Ca^2+^ concentration through PAC1R and to promote the transition of AQP5 to the cell membrane in NCL-SG3 cells, which are immortalized human eccrine gland cells [22]. However, the intracellular signaling mechanisms by PACAP are poorly defined [9]. Therefore, in this study, we used PAC1R gene KO mice (PAC1R KO) and wild-type (WT) mice to observe changes in AQP5 localization and gene expressions (DNA microarray, GSE223124) in sweat gland tissues by PACAP in order to identify the cytosolic cell signaling mechanism.

## 2. Results

### 2.1. Distribution of PAC1R in Eccrine Gland in WT Mice and PAC1R KO Mice

The distribution of PAC1R immunoreactivity was observed by using fluorescent light microscopy. In the WT mouse, PAC1R was localized in the acinus of the eccrine gland (Figure 1A,B). In the PAC1R KO mouse, PAC1R was not observed in the eccrine gland (Figure 1C,D).

### 2.2. AQP5-Positive Vesicles Present in the Secretory Cells of the Mouse Eccrine Gland

We used confocal laser microscopy to construct a 3D model of mouse eccrine gland tissue and observed the intracellular localization of AQP5-like immunoreactivity (LI) vesicles using immunostaining. As a result, the presence of AQP5 positive vesicles, about 50 nm in diameter, both on the cell membrane and in the cytoplasm of mouse exocrine gland acinar cells, were found (Figure 2).

### 2.3. Changes in the Intracellular Localization of AQP5 Following Intradermal Injection of PACAP

In previous studies, it was reported that AQP5-containing vesicles transiently migrate to the cell membrane in the eccrine gland following PACAP treatment [21]. Therefore, in this study, the intracellular localization of AQP5-LI was observed using immunostaining at 30 and 60 min after an intradermal injection of PACAP to the WT mice and PAC1R KO mice. In the WT mice group 30 min after PACAP treatment, the localization of AQP5-LI in the acinus was strongly observed in the apical cell membrane over the vehicle-treated WT mice (Figure 3A,B). However, after 60 min of PACAP treatment, the localization of AQP5-LI was not observed as intensely in the acinus (Figure 3C,D). In addition, in the PAC1R KO mice group, the transition of AQP5 to the lumen of the acinus was weakly observed by PACAP administration (Figure 3E,H).

### 2.4. Changes in Gene Expression Levels in WT Mice and PAC1R KO Mice after Intradermal Administration of PACAP at 30 and 60 Minutes

Based on previous results, it has been suggested that the activation of PAC1R by PACAP leads to the translocation of AQP5 from the cytoplasm to the apical side of the secretory cells of the mouse eccrine gland [22]. Therefore, in order to clarify the mechanism by which PACAP promotes sweating, we observed gene expression changes in WT mice and PAC1R KO mice after an intradermal injection of PACAP in the skin of the forefeet for 30 and 60 min using DNA microarray analysis. 

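Skin RNA of PACAP-treated and vehicle-treated mice was hybridised together on 8 Agilent whole-genome arrays, with Cy5 read in the red and Cy3 in the green channel. There were 4 comparisons of PACAP with vehicle, in WT mice and PAC1R KO mice at 30 and 60 min. Each comparison had 2 arrays, on which the same pair of RNA samples carried swapped dyes. The 2 arrays were therefore counted as 1 replicate, and no comparison has a replicate between animals. All WT arrays lay on 1 slide and all KO arrays on another (Figure 4), so genotype and slide cannot be told apart. Each array held 44397 spots, of which 1377 were controls. The remaining 43020 spots carried 39429 probes for 29608 gene names, and 399 of the probes were printed on 10 spots each. Between 78.6% and 94.5% of spots were well above background in the red channel, and between 54.0% and 65.3% in the green channel. The number of arrays limits the precision of every value. The authors extracted the scans with Agilent Feature Extraction, which subtracted the background, normalized the dyes by LOWESS and gave a log ratio with a p-value for each spot. The file headers give version 12.0.3.1 of this software, a later one than the methods section names. Feature Extraction set the log ratio to 0 at between 13.4% and 25.0% of spots, where neither channel could be measured well. Here each log ratio was turned to PACAP over vehicle, spots of the same probe were averaged and the mean of both arrays was taken. A gene with several probes is given by its brightest probe unless another is named. A probe was counted as up- or down-regulated when the mean was 2.0-fold or more or 0.5-fold or less, with the same direction and a Feature Extraction p below 0.01 on both arrays. The paper gives these thresholds, while its text does not name how the 2 arrays were combined. Levels in single RNA samples are log2 intensities after normexp background correction and loess and Aquantile normalization, averaged over the dye swap. The gene deleted in the KO mice, Adcyap1r1 (NM_007407), was read by 1 probe on chromosome 6 of mm9 from 55450829 to 55450888. Its level in vehicle-treated skin was 8.28 in WT and 7.98 in KO at 30 min, and 8.67 in WT and 8.56 in KO at 60 min. After PACAP, the level was 8.27 in WT and 7.91 in KO at 30 min, and 8.76 in WT and 8.42 in KO at 60 min. Between the vehicle samples of the genotypes the log2 difference was -0.21 (standard error 0.27, adjusted p = 0.96 from limma with Benjamini-Hochberg adjustment). With the time point as a covariate, an alternative chosen after the values were seen, its standard error was 0.07 and the adjusted p 0.37. The level was lower in KO in all 4 pairs of samples matched by time and treatment, by between 0.11 and 0.36. Since each genotype lies on its own slide and the difference is small, samples are called WT or KO by their labels. Whether the probe reads a transcript that the deleted gene still makes, or a label is wrong, was not tested.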

The results revealed changes in the expression of multiple genes at 30 min after PACAP treatment, of which 70 genes were up-regulated and 45 genes were down-regulated in the WT mice, while 190 up-regulated genes and 43 down-regulated genes were found in the PAC1R KO mice (Figure 4). Additionally, 197 genes were up-regulated and 76 genes were down-regulated in the WT mice, while 170 genes were up-regulated and 39 genes were down-regulated in the PAC1R KO mice at 60 min after PACAP treatment (Figure 4).

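At 30 min after PACAP treatment, 100 probes were up-regulated and 38 down-regulated in WT mice. For the mice labelled KO, 237 probes were up-regulated and 42 down-regulated. As distinct gene names, these were 92 and 34 in WT and 213 and 39 in KO. In both genotypes, 25 of these probes rose and 4 fell. Opposite directions were found for 8 probes that rose in WT and fell in KO and for 25 that fell in WT and rose in KO. Whether these changes differ between the genotypes was not tested for single probes at 1 time point, since each genotype gave 1 pair of RNA samples. Of the 1185 probes past both thresholds on either array in WT, 812 (68.5%) had the opposite direction on the other array. In KO, these were 921 of 1599 (57.6%). Counting on a single array moved the numbers most, to 870 probes in WT and 1197 in KO when only the array with PACAP in Cy3 was used.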

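At 60 min, 230 probes were up-regulated and 43 down-regulated in WT mice, or 205 and 40 distinct gene names. The mice labelled KO had 56 probes up-regulated and 59 down-regulated, or 54 and 49 distinct gene names. Across the genotypes, 13 probes rose in both, and 47 rose in WT and fell in KO. The up-regulated probes of WT at 60 min overlapped most with those of KO at 30 min, where 141 of them were up-regulated as well. A change shared by genotypes and times was tested with limma on the 4 comparisons, each as 1 value. Of 30351 probes well above background, 0 passed an adjusted p of 0.05, while 678 had an unadjusted p under 0.05, fewer than the 1518 that chance gives. Without the WT comparison at 30 min, 1 probe passed. The number at an unadjusted p under 0.05 was between 412 and 3086 when 1 comparison was left out, with 3086, above chance, without KO at 30 min.

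**Figure D1:**
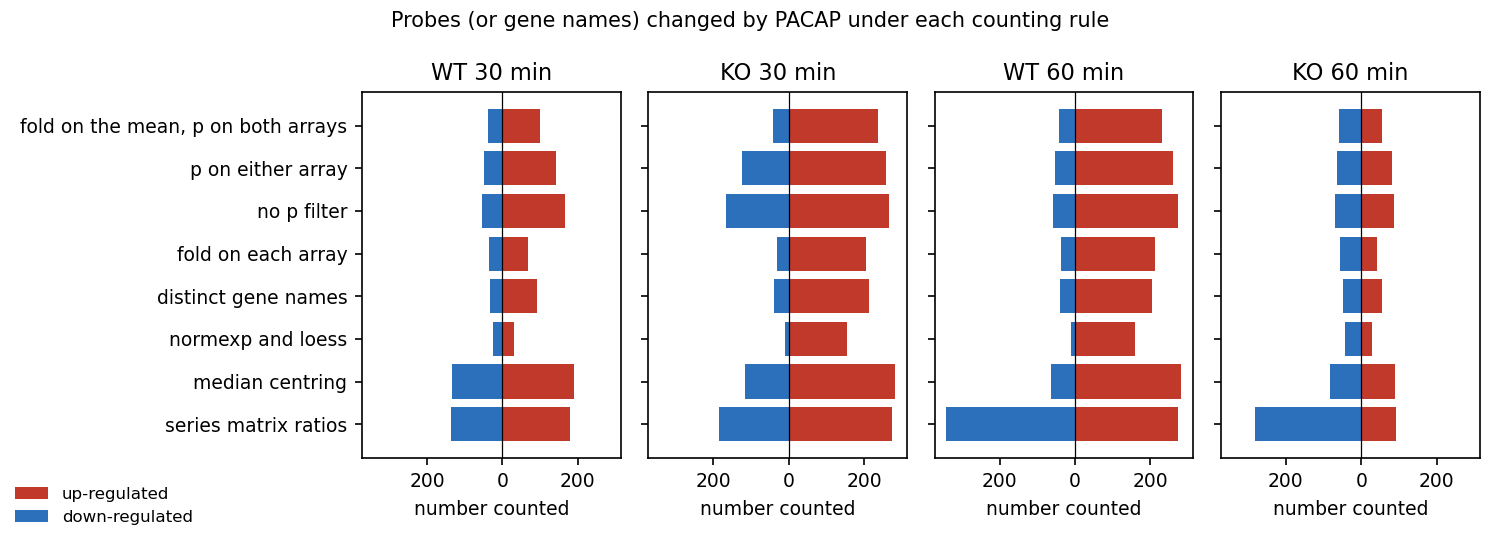
Number of probes, or of distinct gene names where stated, counted as up-regulated (red, to the right) or down-regulated (blue, to the left) by PACAP in each comparison, under 8 counting rules. In WT at 60 min, the down-regulated side goes from 10 probes with normexp and loess normalization to 341 with the series matrix ratios. Neither of these rules has a p filter, and median centring has none either.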

Several genes involved in sweat secretion showed changes in their expression levels: in WT mice, three genes involved in sweat secretion, Ptgs2, Kcnn2, and Cacna1s, were upregulated at 30 min after PACAP treatment; in PAC1R KO mice, the gene whose expression was decreased was Chrna1s at 30 min after PACAP treatment (Table 1).

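Ptgs2 (NM_011198) was read by 1 probe on 10 spots, on chromosome 1 of mm9 from 151954744 to 151954803. In WT mice at 30 min it was 2.72-fold after PACAP, with 2.50-fold and 2.97-fold on the 2 arrays, and its 10 spots lay between 2.57-fold and 2.83-fold. It was 1.37-fold in KO at 30 min, 1.27-fold in WT at 60 min and 1.74-fold in KO at 60 min. Kcnn2 (NM_080465), on chromosome 18 from 45845292 to 45845351, was also printed on 10 spots. In WT at 30 min its mean was 1.73-fold, with a Feature Extraction p of 0.339 and 0.241 on the arrays. The signal was well above background on 1 of the 2 arrays, and the spots ranged from 1.13-fold to 2.60-fold, with 1 spot past 2.0-fold on both arrays. Normexp and loess normalization moved this gene most, to 1.10-fold. In the other comparisons Kcnn2 was 0.504-fold (KO, 30 min), 1.26-fold (WT, 60 min) and 1.08-fold (KO, 60 min). Cacna1s (NM_001081023) had 2 probes on chromosome 1. The brighter probe, from 138016020 to 138016079, was 2.22-fold in WT and 0.576-fold in KO at 30 min, and 0.953-fold and 1.20-fold at 60 min. The other probe, from 138015618 to 138015677, was 1.57-fold in WT and 0.782-fold in KO at 30 min. Chrna1 (NM_007389) fell in the mice labelled KO at 30 min to 0.419-fold on 1 of its 2 probes and to 0.861-fold on the brighter one. Cacna1s and Chrna1 stand in Figure 6 among the contractile proteins, which rose in WT and fell in KO at 30 min as a group.

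**Figure D2:**
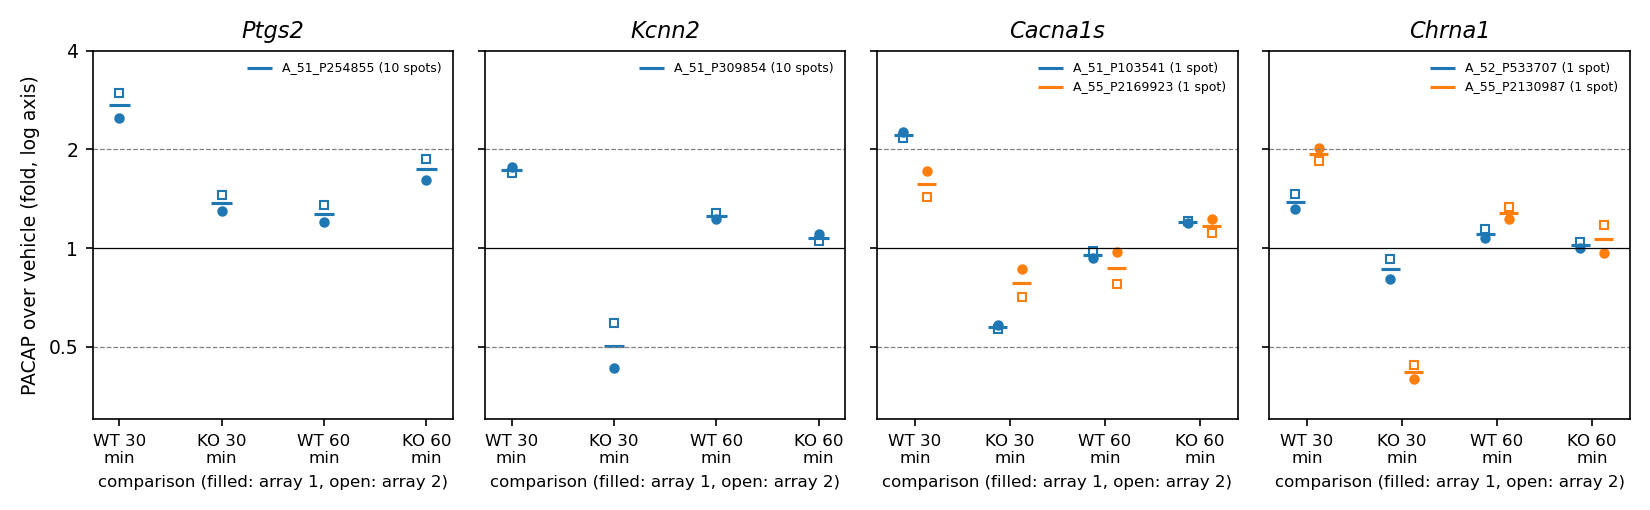
Fold of PACAP over vehicle (log axis) of each probe of 4 genes in the 4 comparisons, with filled circles for array 1, open squares for array 2, lines for their mean and dashed lines at 2.0-fold and 0.5-fold. Past these lines on the mean lie Ptgs2 and 1 probe of Cacna1s in WT at 30 min and 1 probe of Chrna1 in KO at 30 min.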

### 2.5. Top 20 Genes Whose Expression Was Altered by PACAP in WT and PAC1R KO Mice

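Among the probes past the thresholds, the 5 with the largest rise and the 5 with the largest fall were taken in each comparison. Of these 40, 5 were well above background on neither array of a sample, and their fold is a bound, set against the lowest signal well above background, and given as "at least". Another 23 were well above background on 1 of the 2 arrays of a sample, so their folds, given as measured, rest in part on signals near background. In WT at 30 min the rises were Myh3 (2 probes, 6.52-fold and 4.29-fold), S100a7l2 (6.00-fold), Krtap16-1 (4.51-fold) and Il6. The falls were 2310034C09Rik (0.0506-fold), Krt36 (0.100-fold), the unnamed probe A_55_P2007103 (0.159-fold), Krtap13 (at least 2.18-fold lower) and Lyg1 (at least 1.69-fold lower). In KO at 30 min Cxcl5 rose most, followed by transcript ENSMUST00000195502.1 (23.0-fold), Csta3 (17.4-fold), Mmp13 (14.0-fold) and Saa3 (12.1-fold). There 2310034C09Rik (0.116-fold), Krtap13 (0.157-fold), Ibsp (0.290-fold), Col10a1 (0.322-fold) and Cbx7 (0.326-fold) fell. In WT at 60 min Krtap19-1 was at least 1.97-fold higher, Krtap19-9b 18.6-fold, A_55_P2007103 15.1-fold and 1110025L11Rik 13.9-fold, beside Cxcl9. Fabp1 (0.0592-fold), Gc (0.0890-fold), Serpinc1 (0.137-fold), Ttr (0.151-fold) and Cyp3a11 (at least 1.5-fold lower) fell in that comparison. In KO at 60 min the rises were Sprr2j-ps (25.4-fold), Il19 (15.9-fold), Sprr2f (15.1-fold), Sprr2i (13.3-fold) and Csta3 (11.2-fold). The falls were Lyg1 (0.129-fold), Krtap13 (0.15-fold), Ear1 (0.161-fold), 2310034C09Rik (0.165-fold) and Col6a5 (at least 1.37-fold lower). The Krtap genes and Krt36 encode proteins of the hair shaft. A list of 24 measured hair genes that the paper does not name had a median log2 ratio of 1.81 in WT and -0.50 in KO at 60 min. At 30 min its median was 0.15 in WT and 1.15 in KO, so the direction in KO differed between the times.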

Figure 5 shows the top 20 genes with expression changes in WT and PAC1R KO mice at 30 and 60 min after PACAP administration, showing those with expression changes of 2.0-fold or more and 0.5-fold or less, respectively. 

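Figure 6 shows 26 genes under antimicrobial activity, among them Defb4, Lyg1, S100a8, Saa1, Saa3, Slpi, Acod1 and the Sprr2 genes. Of the 26, 18 in the mice labelled KO had a probe past the thresholds upwards at 30 min and 17 at 60 min. In WT mice these were 3 at 30 min and 13 at 60 min. The median fold of the 26 genes was 4.07 in KO and 0.889 in WT at 30 min, and 3.26 in KO and 2.22 in WT at 60 min. The study picked these genes on the same arrays, so no test was made on them. Over all probes, the PACAP effect in KO was compared with that in WT by limma, with 30 and 60 min as the 2 values of each genotype. Of the probes tested, 0 passed an adjusted p of 0.05. An unadjusted p under 0.05 was found for 972 probes, fewer than the 1518 that chance gives. The smallest p was that of Slpi, with a log2 difference of 2.67 (standard error 0.26, adjusted p = 0.84 from limma). Slpi was 6.70-fold and 5.96-fold in KO at 30 and 60 min, against 0.802-fold and 1.23-fold in WT. With the time point as a covariate, which sets KO beside WT at each time, 17 probes passed, 16 of them higher in KO and 1 lower. Slpi was among the 17 (adjusted p = 0.00056 from limma), in a fit with 1 residual degree of freedom per probe. Leaving out a WT comparison moved the test without the covariate most, with probes past the threshold in both directions. Such a fit keeps 1 value in WT, so it cannot decide whether the direction of the 17 holds. Without KO at 60 min, 0 passed and 5125 had an unadjusted p under 0.05.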

Comparing WT and KO, genes involved in antimicrobial activity (yellow) increased more in KO, and 13 of the top 20 genes were related to antimicrobial activity, especially at 60 min post-treatment. 

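Figure 6 shows 25 genes under contractile proteins, among them Myh1, Myh2, Myh3, Myh4, Ttn, Acta1, Actn3, Dmd, Cacna1s, Chrna1, Chrnd and Tmod1. In WT mice at 30 min, 15 of the 25 had a probe up-regulated past the thresholds and 0 a probe down-regulated, with a median of 2.06-fold. In the mice labelled KO at 30 min, 0 were up-regulated and 12 down-regulated, with a median of 0.515-fold. At 60 min the medians were 1.02-fold in WT and 1.10-fold in KO. Past the thresholds at 60 min were 1 gene upwards in WT and 3 downwards in KO. The lowest fold of the group in KO at 60 min, 0.161, is that of Ear1, which was counted under this heading. Whether Ear1 is a contractile gene was not checked, so the 3 are not all shown to be genes of muscle. A list of 28 genes of skeletal muscle that the paper does not name moved in the same comparisons. Its median log2 ratio was 0.63 in WT and -0.56 in KO at 30 min, with 27 of 28 genes above 0 in WT and 26 of 28 below 0 in KO. These medians lay at percentile 100 and 0 of 10000 random lists matched on intensity. At 60 min the list lay within the middle 95% of random lists in both genotypes.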

Genes related to muscle contraction (gray) were increased in WT, whereas they were decreased in KO. Trub2, which was decreased at 30 min in the KO, is an oxidative phosphorylation-related gene (green) that is responsible for ATP biosynthesis in the mitochondrial inner membrane electron transport system in a phosphorylation reaction that is coupled to the oxidation of NADH. 

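The brightest Trub2 probe (NM_145520) lies on chromosome 2 of mm9 from 29632129 to 29632188, on the minus strand, and was printed on 10 spots. In the mice labelled KO at 30 min it was 0.398-fold after PACAP, with 0.446-fold and 0.356-fold on the 2 arrays and a Feature Extraction p of 3.9e-07 and 1.4e-09. It was 1.34-fold in WT at 30 min, 1.11-fold in WT at 60 min and 1.00-fold in KO at 60 min. Only the fall at 30 min in KO was past the thresholds.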

Many Trub2 gene probes have been detected, and the change in the decreased Trub2 expression seems significant. 

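Trub2 was read by 3 different probes. All 10 spots of the brightest probe were under 0.5-fold on both arrays in KO at 30 min, with means between 0.395-fold and 0.410-fold (SD 0.0044 between spots). These spots hold 1 probe sequence and the same RNA, so their spread is that of the spotting and not of animals. The other 2 probes have 1 spot each and lie nearer the 5′ end of the gene. The probe from 29637641 to 29637700 was 0.953-fold in KO at 30 min, and its signal after PACAP was well above background on 1 of the 2 arrays. The probe from 29638796 to 29638855 was 1.04-fold there and was also well above background on 1 array.

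**Figure D3:**
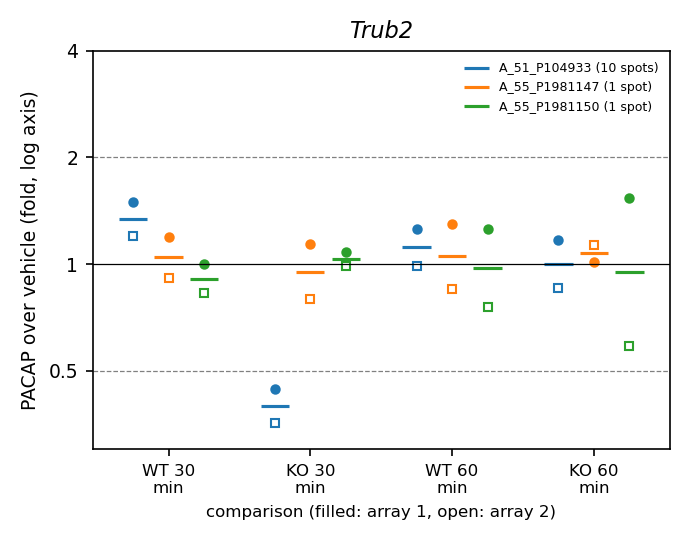
Fold of PACAP over vehicle (log axis) of the 3 Trub2 probes in the 4 comparisons, with filled circles for array 1, open squares for array 2 and lines for their mean. In KO at 30 min the probe on 10 spots lies below the dashed line at 0.5-fold, and the others lie near 1.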

Other cytokines such as Il6, Cxcl9, and Cxcl5 were also frequently expressed but were confirmed in both the WT and KO.

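Il6 (NM_031168) was 4.47-fold in WT and 3.80-fold in KO at 30 min after PACAP, past the thresholds in both. At 60 min it was 1.12-fold in WT and 1.77-fold in KO. Cxcl9 (NM_008599) had 2 probes, which were 13.4-fold and 24.8-fold in WT at 60 min. In KO at 60 min they were 0.994-fold and 1.30-fold, and neither was past the thresholds in any other comparison. At 30 min in WT the brighter Cxcl9 probe was not well above background in the vehicle sample on either array. Cxcl5 (NM_009141) was 29.1-fold at 30 min and 3.10-fold at 60 min in the mice labelled KO. In WT, Cxcl5 was 1.06-fold at 30 min and 0.928-fold at 60 min. Normexp and loess normalization gave smaller rises, all still past 2.0-fold. Il6 was then 2.61-fold in WT and 2.64-fold in KO at 30 min. The brighter Cxcl9 probe was 5.05-fold in WT at 60 min, and Cxcl5 16.8-fold in KO at 30 min.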

## 3. Discussion

### 3.1. PACAP Promotes Plasma Membrane Translocation of AQP5 via PAC1R

Previous in vivo studies reported that local sweat secretion promotion through PAC1R is elicited by administering PACAP into the subcutaneous tissue of the mouse footpad under anesthesia [21]. In addition, it has been reported that PACAP-related peptide VIP promotes sweat secretion through the cAMP pathway [23]. In the in vitro studies using human eccrine gland immortalized cells (NCL-SG3 cells), we have reported that PACAP plays important roles in the translocation of AQP5 from cytoplasm to the cell membrane by increasing the intracellular Ca^2+^ concentration by PAC1R [22]. However, there are less data showing genome-wide changes in sweat glands after the administration of PACAP. In this study, we first observed changes in the intracellular localization of AQP5 followed by the gene expression in the sweat glands after an intradermal injection of PACAP. At first, we confirmed that the location of PAC1R was in the eccrine gland of the WT mouse. Simultaneously, in the PAC1R KO mouse, PAC1Rs were not observed in the eccrine gland.

Using confocal laser scanning microscopy, we identified many AQP5-positive vesicles in the cytoplasm of eccrine gland secretory cells by analyzing the mouse eccrine gland in three dimensions. AQP5-LI in the eccrine gland was observed in small vesicles in the cytoplasm of secretory cells [24]. AQP5 has been reported to promote water secretion by transitioning to the cell membrane in response to external stimuli [25]. After an intradermal injection of PACAP, the WT mice had more AQP5 localized on the luminal side of the eccrine gland compared to the control group. However, after 60 min of PACAP administration, the localization of AQP5-LI vesicles on the luminal side decreased and its immunoreactivity increased in the cytoplasm. In the group of PAC1R KO mice administered with PACAP, a weak AQP5-LI was found on the cell membrane in the acinus. Therefore, it is suggested that in the mouse eccrine gland, PACAP promotes the transition of AQP5 from cytoplasm to the cell membrane acting through PAC1R.

### 3.2. Results from the Whole Genome DNA Microarray Analysis

Figure 6 describes the gene categories for their involvement in the PACAP-induced membrane localization of AQP5.

#### 3.2.1. Expression of Genes Involved in Sweat Secretion

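In WT mice at 30 min, the log2 level of Ptgs2 was 7.30 in the vehicle sample and 8.30 in the PACAP sample. Kcnn2 had a level of 6.19 in the vehicle and 6.33 in the PACAP sample, well above background on 1 of the 2 arrays in each. The brighter probe of Cacna1s went from 10.71 to 11.86. Chrna1 has a brighter probe, which went from 9.50 to 9.96, and a dimmer one, which went from 6.67 to 7.03. As a ratio, the brighter Chrna1 probe was 1.39-fold, with a Feature Extraction p of 0.058 and 0.0089 on the arrays. The dimmer Chrna1 probe was 1.93-fold, with a p of 0.00038 and 0.00064. Neither Chrna1 probe reached 2.0-fold on the mean of the arrays.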

The expression levels of four genes (Ptgs2, Kcnn2, Cacna1s, and Chrna1) known to be involved in sweat secretion were found to be elevated in WT mice at 30 min. One of these genes, prostaglandin endoperoxide synthase 2 (Ptgs2/COX-2), has been suggested to be involved in sweat secretion rather than vasodilation through studies in which COX inhibitors and selective COX2 inhibitors were used in human subjects subjected to exercise. The mechanism of sweating mediated by COX is thought to work though the interaction with nitric oxide synthase (NOS), and it is suggested that these interactions may activate Cl^-^ channels and/or the Na^+^/K^+^-ATPase enzyme [26,27,28,29]. *Kcnn2* encodes the small conductance calcium-activated potassium channel 2 (SK); the SK channel activation is voltage independent and depends on intracellular calcium levels [30]. Kcnn4, which belongs to the same potassium–calcium-activated channel family, is one of the main regulatory factors of eccrine glands, and its expression has been reported to co-localize with Foxa1 and eccrine gland secretory cells, and Kcnk5, a potassium voltage-gated channel, double knockout mice were found to have significantly reduced sweating compared to WT mice [27].

In particular, Cacna1s is a calcium voltage-gated channel and previous studies have reported that the inhibition of this channel leads to the suppression of sweat secretion [31]. Changes in the intracellular calcium concentrations within the eccrine glands have been suggested to be involved in a calcium influx from both intracellular and extracellular sources. Furthermore, an increase in the intracellular calcium concentration has been shown to promote sweating through the action of calcium-dependent chloride channels (CaCCs) and other factors [32,33]. Previous research has also demonstrated that PACAP can increase intracellular calcium concentrations in eccrine gland cells and promote the translocation of AQP5 to the cell membrane [22,34].

The decreased expression of the cholinergic receptor nicotinic α1 subunit (Chrna1), which plays an important role in sweating in eccrine glands, was observed in PAC1R KO mice in this study. 

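The dimmer Chrna1 probe lies nearest the 3′ end of the gene, on chromosome 2 of mm9 from 73401389 to 73401448 on the minus strand. In the mice labelled KO at 30 min it gave 0.40-fold and 0.439-fold on the 2 arrays, and its level was 6.92 in the vehicle and 6.46 in the PACAP sample. The brighter probe, from 73404112 to 73404171, gave 0.803-fold and 0.924-fold, with levels of 10.18 and 10.00. By the Feature Extraction ratios, the 5′ probe lay 1.04 above the 3′ probe on the log2 scale. This gap was at percentile 99.2 of the 2127 genes with a pair of measured probes. The levels, which follow normexp and loess normalization, fell less at the dimmer probe than its ratio, so they give a smaller gap. At 60 min the dimmer probe was 1.28-fold in WT and 1.07-fold in KO, and the brighter one 1.11-fold and 1.02-fold. The paper states that several pathways acting through PAC1R, sweat secretion among them, were found in the skin after the injection.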

CHRNA1 has been reported as a causative factor in primary focal hyperhidrosis and, similarly to CACNA1, it is strongly involved in the mechanism of eccrine sweat production in mice injected with the siRNA Chrna1 gene [31].

#### 3.2.2. Expression of Genes Involved in Inflammation

Aquaporins function as inflammatory mediators in some lesions. The dysfunction of aquaporins is involved in the development of inflammatory skin diseases characterized by the disruption of the skin barrier [35,36,37]. 

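Figure 6 shows 15 genes under neutrophil degranulation, among them Cxcl2, Cxcl3, Fpr2, Hp, Lcn2 and Mmp9. In the mice labelled KO, 14 of the 15 were up-regulated past the thresholds at 30 min, with a median of 3.70-fold, and 4 at 60 min, with a median of 1.72-fold. In WT mice 2 were up-regulated at 30 min, with a median of 1.29-fold, and 0 at 60 min, with a median of 0.931-fold. A separate list of 20 neutrophil genes that the paper does not name had a median log2 ratio of 0.57 at 30 min and 0.23 at 60 min in KO. In WT its median was 0 at 30 min and -0.16 at 60 min.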

Genes involved in inflammation, such as neutrophil degranulation and antibacterial activity, were increased in KO mice compared to WT mice. In particular, S100a8 and S100a9 have been shown to be increased in inflammatory skin diseases [38,39,40], suggesting that the PAC1R KO mice have skin inflammation due to defective aquaporin action. This is likely because the genes KRT17 (2.1-fold change), KRT16, and KRT6A (2.3-fold change), whose expression increased at 60 min in KO mice, are upregulated during skin damage and inflammation. 

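S100a8 (NM_013650) was 4.13-fold at 30 min and 4.56-fold at 60 min after PACAP in the mice labelled KO. In WT mice it was 1.67-fold at 30 min and 1.87-fold at 60 min, with a Feature Extraction p under 0.01 on every array but a mean under 2.0-fold. S100a9 (NM_001281852) was 4.01-fold and 3.57-fold in KO at 30 and 60 min. In WT, S100a9 was 1.93-fold at 30 min and 1.47-fold at 60 min. These are ratios to vehicle-treated skin of the same genotype.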

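At 60 min in the mice labelled KO, Krt17 (NM_010663) was 2.10-fold, with 2.16-fold and 2.04-fold on the 2 arrays. Median centring in place of LOWESS brought it to 1.98-fold. Krt16 (NM_001313958) was 5.38-fold and Krt6a (NM_008476) 2.32-fold in the same comparison. In WT at 60 min, Krt17 and Krt16 were also past the thresholds, at 2.10-fold and 2.30-fold, and Krt6a was 1.38-fold. At 30 min Krt17 and Krt16 were 2.29-fold and 2.23-fold in KO, and 0.899-fold and 0.859-fold in WT.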

Recent studies have recognized that keratinocytes (KCs) located at the skin surface exposed to external stimuli, such as pathogens and/or injury, are activates that in turn secrete an array of alarmin molecules, and which can be considered a rapid and specific innate immune response [41].

#### 3.2.3. Expression of Genes Involved in Contractile Proteins

Myosin light chain phosphorylation in the lung plays an important role in cell contraction, extracellular permeability, and lung water homeostasis, and the inhibition of myosin light chain kinase leads to a decreased AQP5 expression. Contraction induced by myosin light chain phosphorylation can lead to tight junction opening because the cell junction complex is bound to actin and non-muscle myosin in the cytoskeleton [42]. Furthermore, the cytosolic Ca^2+^ concentration has been shown to upregulate the AQP5 expression by regulating it via motor proteins such as myosin and dynein, resulting in AQP5 plasma membrane redistribution. Tmod1, whose expression was decreased in KO mice, has been reported to be involved in the regulation of the body water balance [43]. 

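Tmod1 (NM_021883), on chromosome 4 of mm9 from 46127384 to 46127441, was 0.376-fold at 30 min in the mice labelled KO. The signal after PACAP was well above background on 1 of the 2 arrays. With normexp and loess normalization the ratio was 0.748-fold, which is not past the threshold. In WT mice Tmod1 was 1.96-fold at 30 min and 1.00-fold at 60 min, and in KO at 60 min it was 1.23-fold.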

In the kidney, actin and actin-related proteins are involved in the regulation of water and salt homeostasis. Several channels interact with actin, including aquaporin 2 (AQP2), the cystic fibrosis transmembrane regulator (CFTR), and the epithelial sodium channel (ENaC).

#### 3.2.4. Expression of Genes Involved in Ca^2+^·ATP

Increases in intracellular calcium and ATP are involved in the translocation of AQP5 [44,45]. Panx3 is a member of the pannexin family found in skin and is present at the plasma membrane and endoplasmic reticulum membrane and functions as a channel to move ATP and Ca^2+^ into and out of the cell. Pannexin 3 channels are also involved in skin homeostasis and wound healing [46,47]. Trub2, whose expression was decreased in KO mice, is involved in oxidative phosphorylation, and mitochondrial oxidative phosphorylation is a major pathway for ATP generation [48].

#### 3.2.5. Expression of Genes Involved in Blood Coagulation

Disseminated intravascular coagulation syndrome (DIC) is an acquired syndrome characterized by the extensive activation of coagulation, leading to the dysfunction of multiple organs in the body [49]. Coagulation reactions have also been identified in Sjögren’s syndrome [50].

#### 3.2.6. The TBC1D1 Gene

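The array holds 3 probes for Tbc1d1 on chromosome 5 of mm9. The brightest (NM_001310611), from 64742581 to 64742640, was 1.32-fold in WT at 30 min, with a Feature Extraction p of 0.057 and 0.047 on the arrays. The probe nearest the 5′ end (ENSMUST00000129389.7), from 64565429 to 64565488, was 2.50-fold there, with a p of 1.4e-07 and 3.2e-08. The remaining probe, from 64736592 to 64736651, was 1.13-fold and well above background on 1 of the 2 arrays. The gap between the 5′ probe and the brightest probe, 0.92 on the log2 scale, was at percentile 99.8 of the genes with a pair of probes. At 30 min in the mice labelled KO, the 5′ probe was 0.575-fold and the brightest 0.667-fold.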

Although there are no reports of an association with AQP5, TBC1D1 (2.5-fold change), which is involved in an enhanced glucose uptake via glucose transporter 4 (GLUT4) translocation, was identified at 30 min in the WT mice. TBC1D1 is involved in the regulation of glucose processing and the substrate metabolism within the skeletal muscle and is essential for the insulin secretory function. An important role for TBC1D1 in the translocation of GLUT4 to the skeletal muscle protoplasm membrane via exercise, and contraction has been reported [51,52]. Recently, it has been reported that TBC1D1 is potentially associated with the etiology of atopic dermatitis in dogs, a chronic inflammatory and pruritic skin disease [53]. Therefore, we are interested in whether TBC1D1 is involved in the translocation of AQP5 by PACAP.

Overall, from this study, it is suggested that the sweat-promoting effects of PACAP mediated by PAC1R are due to its ability to promote the translocation of AQP5 to the luminal side of the eccrine gland. Additionally, various pathways via PAC1R were identified in mouse skin, including those involved in sweat secretion that was affected by an intradermal injection of PACAP. In the future, it will be necessary to deeply investigate how these pathways contribute to sweat secretion by using the inhibitors of these pathways and the eccrine cells obtained from the study.

## 4. Material and Methods

### 4.1. Animals

All experimental procedures involving animals were approved by the Institutional Animal Care and Use Committee of Hoshi University. The male Adcyap1r1 -/- mice (PAC1R KO) and the male C57BL/6 (WT) were bred and maintained under specific pathogen-free conditions in the animal facility of Hoshi University. Animals were housed with a 12 h/12 h light/dark cycle and were provided free access to water and standard rodent chow. Nine- to ten-week-old mice were used for the experiments.

### 4.2. Administration of PACAP to the Plantar Surface of Mice’s Forepaws

Adult C57BL/6 mice (Tokyo Laboratory Animals Science Co., Ltd., Tokyo, Japan) and the PAC1R KO mice were anaesthetized with three types of mixed anesthetic agents (5 mL kg^−1^, i.p.). These anesthetic agents were midazolam (0.3 mg kg^−1^, Maruishi Seiyaku, Osaka, Japan), medetomidine (4 mg kg^−1^, Kyoritsu Seiyaku, Tokyo, Japan), and butorphanol (5 mg kg^−1^, Meiji Seika, Tokyo, Japan). In total, 5 µL of the vehicle (saline containing 0.1% BSA) containing 10^−7^ mol/L of PACAP and 5 µL of the vehicle alone were intradermal injected into the center of the footpad with a 26G needle attached to a 10 µL glass syringe (HAMILTON, Reno, NV, USA) [54].

### 4.3. Histology

The mice were euthanized 30 and 60 min after the administration of PACAP by spinal dislocation and the skin from the forepaws was harvested. The harvested samples were fixed overnight at 4 °C in a 4% paraformaldehyde solution in 0.1 M of phosphate buffer (PB). The fixed tissues were processed in 20% sucrose solution overnight and 30% sucrose solution for 48 h, followed by embedding. Cryosections (10 μm thickness) were cut from the frozen tissue using a cryostat and used for immunostaining.

### 4.4. Determination of the Location of PAC1R in Mouse Skin

The cryosections were washed with phosphate-buffered saline (PBS) and then blocked with 5% horse serum in PBS for 1 h and incubated overnight at 4 °C in a solution of the following primary antibody: rabbit anti-PAC1R antibody (1:200, developed by our laboratory) [55]. It was then washed with PBS and reacted with a secondary antibody: Alexa Flour 594 Donkey anti-rabbit IgG (1:800, Invitrogen, MA, USA) for 60 min at room temperature. It was re-washed with PBS, followed by nuclear staining with DAPI (1:10,000, Invitrogen) for 3 min at room temperature; then, it was washed with PBS and encapsulated using a VECTASHIELD Vibrance Antifade Mounting Medium (Vector Laboratories, Newark, CA, USA). After drying, the samples were visualized and imaged on a fluorescent microscope (BZ-X710; Keyence, Osaka, Japan).

### 4.5. Confirming the Intracellular Location of AQP5 in Sweat Gland

The cryosections were washed with PBS and then blocked with 5% horse serum in PBS for 1 h and incubated overnight at 4 °C in a solution of the following primary antibody: rabbit anti-AQP5 antibody (1:200, Merck Millipore, Billerica, MA, USA). It was then washed with PBS and reacted with a secondary antibody, Alexa Flour 488 Donkey anti-rabbit IgG (1:800, Invitrogen), for 60 min at room temperature. It was re-washed with PBS followed by nuclear staining with DAPI (1:10,000, Invitrogen) for 3 min at room temperature; then, it was washed with PBS and encapsulated using a VECTASHIELD Vibrance Antifade Mounting Medium (Vector Laboratories). After drying, the stained sections were photographed cross-sectionally using a confocal laser microscope A1R/Ti-2E (Nikon, Tokyo, Japan).

### 4.6. Whole Genome DNA Microarray Analysis

After an intradermal injection of PACAP to six WT mice and PAC1R KO mice each, the skin of the forepaws was sampled at 30 and 60 min later, which were immersed immediately post-dissection in liquid nitrogen and thereafter transferred to an −80 °C deep freezer. The samples were individually ground in liquid nitrogen to prepare very fine powders for subsequent downstream gene expression analyses [56,57]. Prior to each DNA microarray analysis, the total RNA was extracted using an optimized protocol using the QIAGEN RNeasy Mini Kit (QIAGEN, Germantown, MD, USA). Optimization was done based on our expertise in extracting total RNA from multiple samples each requiring an individual trial experiment/s to optimize the protocol for each of the organisms, tissues, and cells in aspects of the amount of tissue and time of grinding, the amount of phenol (including preparation of the reagents), the use of a single or double chloroform extraction, ethanol washes, etc., and finally confirming both the quality and quantity of total RNA, and, as also mentioned below, using RT-PCR to check the gene expressions as a positive control. The quantity and quality were measured spectrophotometrically with DeNovix DS-11 (DeNovix, Wilmington, DE, USA) and re-confirmed using formaldehyde-agarose gel electrophoresis [56,57]. Briefly, the obtained total RNA quality measurements revealed a good quality, as demonstrated by the A260/280 values > 1.8, A260/230 > 1.8; in our experiments, we always aim for a higher value of more than 2.0 to 2.3. Furthermore, the total RNA was obtained in an optimum quantity of >300 ng/μL. Following the visualization for confirming the pre-experimental integrity of the total RNA subunits by gel electrophoresis, an additional step comprised of cDNA synthesis was used for examining the quality of the synthesized cDNA by determining the expression of a commonly used housekeeping gene, *glyceraldehyde 3-phosphate dehydrogenase* (*GAPDH*). This was done by RT-PCR (AffinityScript QPCR cDNA Synthesis Kit; Strategene, Agilent Technologies, Santa Clara, CA, USA, and an Emerald Amp PCR Master Mix; TaKaRa, Shiga, Japan) on a Thermal Cycler (Applied Biosystems, Tokyo, Japan). Moreover, only gene-specific primers were used, whose sequences are shown in the articles. Post-electrophoresis, the PCR products were visualized and quantified using a ChemiDoc XRS + imaging system (Bio-Rad Laboratories, Hercules, CA, USA). All the steps followed in the sequence provided confidence that the best quality total RNA (sample) was used in the DNA microarray chip. As a last step, the Agilent mouse, whole genome was 4 × 44 K (G4122F) DNA slide (composed of 4 chips on one slide), was used for the microarray analysis, which was performed according to the manufacturer’s instructions (Agilent Technologies, Santa Clara, CA, USA) and detailed in our publications [56,57]. Briefly, the total RNA (400 ng) was labeled with either Cy3 or Cy5 dye using an Agilent Low RNA Input Fluorescent Linear Amplification Kit. Fluorescently labeled targets of the control as well as the treated samples were hybridized to the same microarray slide with 60 mer probes. A flip labeling (dye-swap or reverse labeling with Cy3 and Cy5 dyes) procedure was followed to nullify the dye bias associated with an unequal incorporation of the two Cy dyes into cDNA. Hybridization and wash processes were performed according to the manufacturer’s instructions, and hybridized microarrays were scanned using an Agilent Microarray scanner G2505C. For the detection of significantly differentially expressed genes between the control and treated samples, each slide image was processed by Agilent Feature Extraction software (version 9.5.3.1). This program measures the Cy3 and Cy5 signal intensities of whole probes. Dye-bias tends to be signal intensity-dependent; therefore, the software selected probes using a set by a rank consistency filter for dye normalization. Said normalization was performed by LOWESS (locally weighted linear regression) which calculates the log ratio of dye-normalized Cy3 and Cy5 signals, as well as the final error of the log ratio. The significance (P) value was based on the propagate error and universal error models. In this analysis, the threshold of significant differentially expressed genes was <0.01 (for the confidence that the feature was not differentially expressed). In addition, erroneous data generated due to artifacts were eliminated before the data analysis using the software. The whole-genome DNA microarray data of treated skin (forepaws) of C57BL/6 WT and PAC1R KO mice have been submitted to NCBI’s GeneExpression Omnibus under the GEO series accession number GSE223124 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE223124; accessed on 19 February 2023).

## Figures and Tables

**Figure 1:**
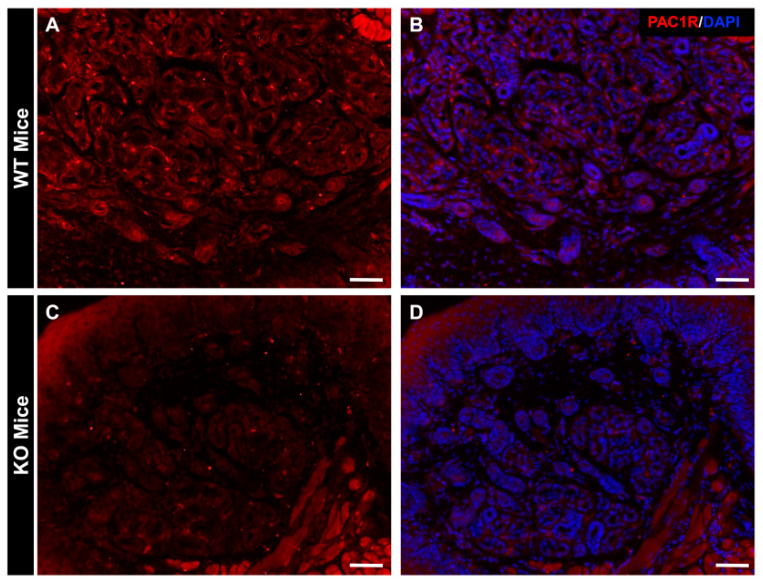
Analysis of PAC1R distribution in mouse eccrine gland. The WT mouse and PAC1R KO mouse skins were immunostained with PAC1R (red; **A** and **C**) and counter stained with DAPI (nuclei, **B** and **D**). Scale bar = 50 µm.

**Figure 2:**
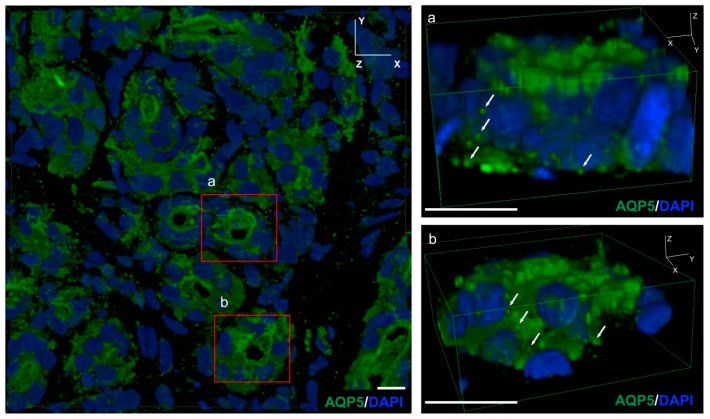
A 3D analysis of the AQP5 vesicles localization in mouse eccrine cells. Mouse skins were immunostained with AQP5 (green) and counter stained with DAPI (nuclei). (**a**,**b**): The white arrows highlight AQP5-immunoreactive vesicles in the cytoplasm of mouse skin. Scale bar = 10 µm.

**Figure 3:**
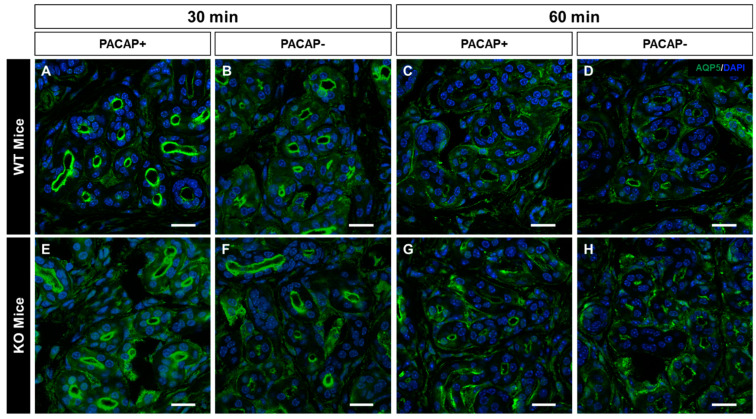
Changes in the intracellular localization of AQP5 in WT mice and KO mice after PACAP addition. Mouse skins were immunostained with AQP5 (green) and counter stained with DAPI (nuclei). Representative confocal micrographs of mouse eccrine gland transfected with (**A**) 30 min after PACAP treatment, (**B**) 30 min after vehicle treatment, (**C**) 60 min after PACAP treatment, (**D**) and 60 min after vehicle treatment in WT mice. Representative confocal micrographs of mouse eccrine gland transfected with (**E**) 30 min after PACAP treatment, (**F**) 30 min after vehicle treatment, (**G**) 60 min after PACAP treatment, (**H**) and 60 min after vehicle treatment in PAC1R KO mice. Scale bar = 10 µm.

**Figure 4:**
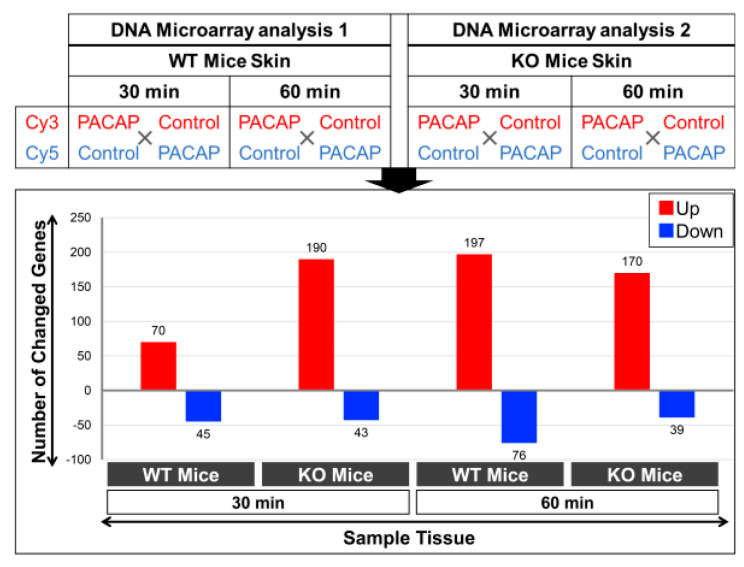
Differentially expressed genes in the WT mice and KO mice after the addition of PACAP at 30 and 60 min by DNA microarray analysis. Two DNA microarray chips were used for each sample condition, i.e., a dye-swap approach was used to label one set of RNAs by Cy3 and the other by Cy5 for each control and PACAP sample, respectively, as detailed in the Materials and Methods section. A 4 × 44-K format slide containing 4 chips is illustrated for the current study. The histograms show the up (red)- and down (blue)-regulated gene (≧/≦ 2.0/0.5-fold) numbers in each examined tissue. The gene expression data are publicly available under the GEO series accession number GSE223124 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE223124; accessed on 19 February 2023).

**Figure 5:**
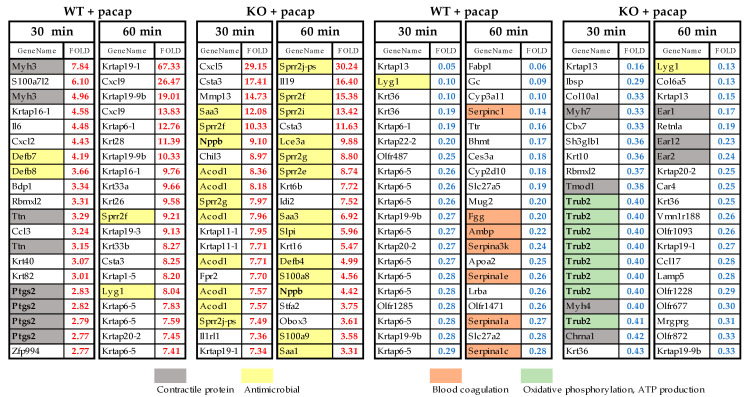
Top 20 genes expressions that were altered by PACAP in WT mice and PAC1R KO mice. Genes involved in contractile protein-related genes (gray), antimicrobial activity (yellow), blood coagulation-related genes (orange), and oxidative phosphorylation- and ATP production-related genes (green). The gene expression data are publicly available under the GEO series accession number GSE223124 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE223124; accessed on 19 February 2023).

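Each panel was compared with the probes counted here, with a name taken as present when any of its probes was past the thresholds in the direction shown. In WT at 30 min, 14 of 15 names shown as increased and 8 of 10 shown as decreased were past the thresholds. In KO at 30 min these were 14 of 14 and 12 of 13. In WT at 60 min, 16 of 16 increased and 17 of 20 decreased names were past them. In KO at 60 min these were 19 of 20 and 14 of 20. The names not past the thresholds were Rbmxl2, Olfr487, Olfr1285, Sh3glb1, Mug2, Lrba, Olfr1471, Obox3, Vmn1r188, Olfr1093, Lamp5, Olfr1228, Olfr677 and Olfr872.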

**Figure 6:**
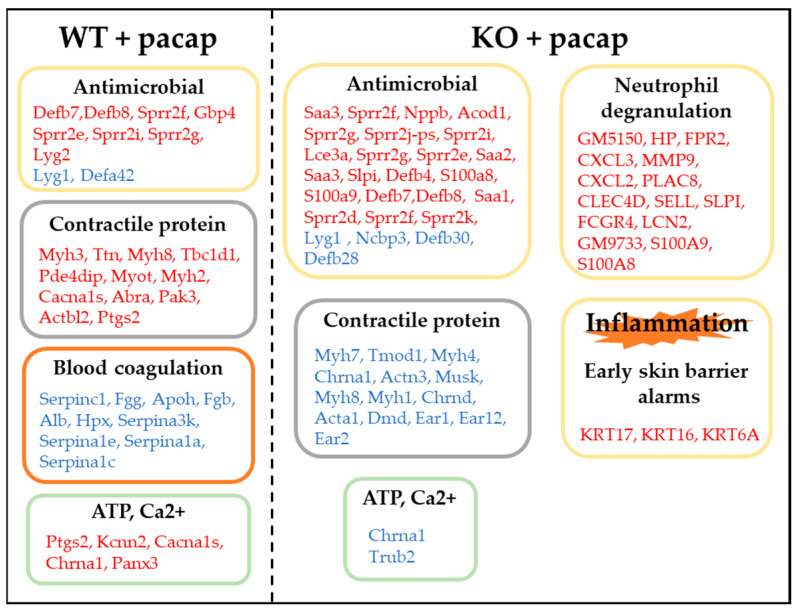
Summary of the genes that may be involved in PACAP-induced membrane translocation of AQP5. Red, up-regulated genes; and blue, down-regulated genes. The gene expression data are publicly available under the GEO series accession number GSE223124 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE223124; accessed on 19 February 2023).

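The 10 genes shown under blood coagulation, among them Alb, Apoh, Fgb, Fgg, Hpx and Serpinc1, each had a probe down-regulated past the thresholds in WT at 60 min. Their folds lay between 0.137 and 0.333, with a median of 0.275. In the other comparisons the medians were 1.01-fold (WT, 30 min), 1.26-fold (KO, 30 min) and 1.06-fold (KO, 60 min). Most of these genes are made by the liver, and a list of 26 other hepatocyte genes had a median log2 ratio of -0.27 in WT at 60 min, with 21 below 0 and 4 above. Panx3 (NM_172454), on chromosome 9 of mm9 from 37468048 to 37468107, was 2.27-fold at 30 min and 2.87-fold at 60 min in WT. In KO it was 1.15-fold and 1.27-fold. With normexp and loess normalization, Panx3 was 1.25-fold and 1.56-fold in WT, under the threshold at both times.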

**Table 1:** Genes involved in sweat secretion that changed upon PACAP addition. The gene expression data are publicly available under the GEO series accession number GSE223124 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE223124; accessed on 19 February 2023).

Gene Name	Fold			
	30 min		60 min	
	WT	KO	WT	KO
*Ptgs2*	2.83	1.37	1.25	1.84
*Kcnn2*	2.60	0.68	1.18	0.96
*Cacna1s*	2.22	0.58	0.95	1.20
*Chrna1*	1.93	0.42	1.28	1.07

## Data Availability

All the whole-genome DNA microarray data are publically available for the scientific community at the NCBI’s GeneExpression Omnibus under the GEO series accession number GSE223124.

How the deposited data were processed for this re-analysis (not part of the article)

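Forepaw skin of WT mice and PAC1R KO mice was measured 30 and 60 min after an intradermal injection of PACAP or vehicle, on 8 Agilent mouse arrays with a Cy3 and a Cy5 channel. The 8 RNA samples were hybridised as 4 pairs, each on 2 arrays with swapped dyes, and each pair was treated as 1 replicate. Which of the mice entered each RNA sample, and whether RNA was pooled, is not named in the paper's text. The sample conditions were taken from the labels and the legend of Figure 4, and the ratio's direction from the dye of each sample.

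The authors scanned the arrays and extracted them with Feature Extraction, version 12.0.3.1 in the file headers. The deposited log10 ratios of red over green come from signals that the authors' software had corrected for background and normalized by LOWESS within each array. The deposited p-value of each spot is Feature Extraction's, from its propagated and universal error models, and speaks of 1 array and not of animals. The deposited intensity values per channel are background-corrected, LOWESS-normalized signals with surrogates for dim spots, together with mean signals and local backgrounds. The authors' series matrix holds the log10 of the processed red over the processed green signal of each spot, equal to the scanner files within 5e-10 at all 43020 spots. It differs from the Feature Extraction log ratio only where the software had set that ratio to 0.

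Control spots and spots marked as non-uniform or population outliers were left out, which were between 195 and 340 population outliers per array. There were 0 saturated spots. Between 78.6% and 94.5% of spots per array were well above background in the red channel, and between 54.0% and 65.3% in the green. The software had set between 13.4% and 25.0% of log ratios to 0. Log ratios were turned to PACAP over vehicle and averaged over spots of a probe and over both arrays. Gene names and mm9 coordinates are those of the files, and no other genome build was used here. Probes were counted at a mean of 2.0-fold or more or 0.5-fold or less, with the same direction and a Feature Extraction p below 0.01 on both arrays, where a probe on several spots has the median p of its spots. The genes named in the text are those the paper names, the receptor and ligand genes Adcyap1r1, Adcyap1, Vip, Vipr1 and Vipr2, Aqp5 and Gapdh, the 5 largest rises and falls past the thresholds in each comparison, the 5 smallest p of each limma fit, and members of a marker list where the list is described. Which members are named was chosen after their values were seen. This rule, the counting rule, the gene lists, the tests and the alternatives other than those named as added were chosen before the data were examined. The names in Figures 5 and 6 were read from the pictures and only tallied.

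Changes across the comparisons were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with Benjamini-Hochberg adjustment, adjusted p below 0.05), on 30351 probes well above background in at least 1 channel on every array. In these fits, one set the mean of the 4 comparisons against 0, another set KO against WT with 2 values each, and another set the vehicle samples of the genotypes against each other on log2 intensities. The last, on 37538 probes above background in at least 1 vehicle sample, used normexp background correction with an offset of 50, loess within arrays and Aquantile between arrays. For 10 lists of marker genes, the median log2 ratio of each list was placed among 10000 random lists of the same size, matched on mean intensity in 20 bins. The lists were hepatocyte, skeletal muscle, hair shaft and inner root sheath, cartilage and bone, neutrophil, eosinophil and alternatively activated macrophage, epidermal wound response, immediate early and cAMP response, eccrine gland, and housekeeping genes. They hold no gene that the paper names in its text, Table 1, Figure 5 or Figure 6, except Foxa1 and Cftr among the eccrine gland genes. The percentile describes the hybridised samples and is no test across animals.

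For genes with a pair of probes between 1000 and 1000000 bp apart, the ratio at the probe nearer the 5′ end was compared with that at the probe nearer the 3′ end. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for these steps.

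The steps were tested on simulated data. Where 200 of 30351 probes were changed by 3 on the log2 scale, with the measured spread, the limma fit of the mean found 196 of them with 4 false calls, and the fit of KO against WT found 156 with 6 false calls. The counting rule, without its p filter, found 200 of 200 probes changed by 2 on the log2 scale, with 0 false calls. Its spread was set to 0.15 per array and not taken from the data, so this does not give the false calls on the real arrays. The list percentile marked 100 of 100 shifted lists, and 7 of 100 lists without a shift.

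Alternatives were other p filters, the fold threshold on each array, single spots or distinct gene names, normexp and loess normalization, median centring, filters on dim probes, outlier spots kept, the series matrix ratios, single arrays, limma over the single arrays with and without the dye orientation as a replicate block, other variance models and covariates, and each comparison or vehicle sample left out. Immunostaining was not analysed here.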

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

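Among the tests below, those of the 5′ and 3′ probes and that of a larger share of eccrine gland were chosen only after the results were seen. Each comparison rests on 1 pair of RNA samples, so none of the differences between genotypes or times in this part was tested across animals. Ranges in parentheses are over the alternatives run, single arrays included.

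Genes of skeletal muscle moved in opposite directions in the genotypes at 30 min. The list's median log2 ratio was 0.63 in WT (0.55 to 0.69) and -0.56 in KO (-0.64 to -0.24), and this difference was not tested. All 28 genes were well above background on every array in the vehicle samples, 0 are on another list and the study picked 0 of them. Abundant genes moved together in WT, such as Ckm (1.65-fold), Myl1 (1.83-fold), Tnnt3 (1.81-fold), Mb (1.55-fold) and Pvalb (1.75-fold). A different share of muscle tissue in the paired skin samples is a candidate explanation, since the list was above all random lists in WT (0.63) as that explanation needs. Poorer RNA in 1 sample of the pair as the whole cause is argued against by the 5′ probes of 5 muscle genes, which had a median of 0.61 in WT at 30 min, where the 5′ probes of all genes had -0.13. In KO at 30 min the same 5′ probes had -0.18 and the 3′ probes of these genes -0.65, so RNA integrity as a part of the fall there is not excluded. A response of muscle genes to PACAP that depends on PAC1R would move the same genes and stays open, as untested.

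Hepatocyte genes, which the paper does not discuss beyond coagulation, fell in WT at 60 min with a median of -0.27 (-0.34 to -0.08). Of the 26 genes, 10 were well above background on every array in the vehicle samples, so skin expresses part of the list, 0 are on another list and the study picked 0. F2 (0.544-fold), Itih4 (0.551-fold) and Ahsg (0.675-fold) fell, while Fga (0.997-fold), Apoc3 (0.955-fold) and Cps1 (1.38-fold) did not, Fga and Cps1 being well above background on 1 array. Among abundant liver transcripts that the study picked, Alb was 0.318-fold and Fabp1 0.0592-fold. Liver RNA in the vehicle sample of that pair may account for the fall, as the list lay below all random lists (-0.27). The list stood at percentile 27.3 in WT at 30 min and 4.72 in KO at 60 min, and at 99.6 in KO at 30 min, where its median was 0.22. A fall of plasma protein genes in skin after PACAP stays open, as untested.

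Hair shaft and inner root sheath genes had a median of 1.81 in WT at 60 min (1.30 to 1.94), 1.15 in KO at 30 min (0.95 to 1.26) and -0.50 in KO at 60 min (-0.56 to -0.44). The difference between the genotypes at 60 min was not tested. Of the 24 genes measured, 22 were well above background on every vehicle array, 0 are on another list and the study picked 0. A different share of haired skin or of growing follicles in the pairs may be the cause, since the list fell below all random lists in KO at 60 min (-0.50) and rose above all of them in WT. In WT at 60 min 23 genes were above 0, but Krt85 (1.08-fold), Hoxc13 (1.14-fold), Msx2 (1.03-fold) and Lef1 (1.15-fold) changed little. Foxn1 was 0.827-fold. In KO at 30 min Krt85, Hoxc13, Msx2, Lef1 and Foxn1, 5 genes, were below 0 and the other 19 above. A changed share alone therefore leaves part of the list unexplained, which rests on Krt85, Hoxc13 and Msx2 when the dim genes are set aside. The median level of the list was 11.03 in the vehicle sample of KO at 60 min and between 8.31 and 8.92 in the other 3 vehicle samples, so the vehicle samples differ before PACAP is considered. A PACAP effect on hair genes within follicles was not tested.

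Neutrophil genes rose in KO, with a median of 0.57 at 30 min (0.36 to 0.83) and 0.23 at 60 min (0.18 to 0.35). Of the 20 genes, 12 were well above background on every vehicle array, 1 (Stfa1) is on another list and the study picked 0. More neutrophils in the PACAP than in the vehicle skin of the mice labelled KO may explain a part of the rise in antimicrobial genes, as the list was above the middle 95% of random lists in both KO comparisons (0.23 at 60 min). A keratinocyte wound response to the injection gave a list median of 0.14 in KO at 60 min, where the list was as high in WT (0.16), and on single arrays in KO it was 0.0035 and 0.29. At 30 min its median was 0.22 in KO and -0.12 in WT. The wound response is therefore a candidate explanation as well, with the WT value at 60 min against it as the source of a larger rise in KO at that time, and neither explanation excludes the other. Of its 17 measured genes, 13 were well above background on every vehicle array and 1 is on another list. An effect of the missing receptor, of the slide or of a difference between the injections stays open.

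Immediate early and cAMP response genes rose in WT at 30 min, with a median of 0.35 (0.28 to 0.39) and 17 of 24 genes above 0. In KO at 30 min the median was 0.04, and the difference between the genotypes was not tested. At 60 min the list was at 0.12 in KO (19 of 24 genes above 0) and at -0.09 in WT, so it rose in mice labelled KO as well, at the later time. Of the 24 genes, 20 were well above background on every vehicle array, 0 are on another list and the study picked 0. No technical explanation was tested for this list on its own. A response to PACAP through PAC1R is one that the design names, and it stays open as untested, with the rise in KO at 60 min not accounted for by it.

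Eccrine gland genes fell in KO at 30 min, with a median of -0.43 (-0.52 to -0.33) and 15 of 20 genes below 0. Of these genes 18 were well above background on every vehicle array, 0 are on another list, and the paper's discussion names 2. A smaller share of gland in the PACAP sample of that pair was not tested apart from the list itself. For the rise of Cacna1s and Chrna1 in WT at 30 min, a larger share of eccrine gland in the PACAP sample would need this list to rise. The eccrine gland list's median there was -0.12 (-0.12 to -0.034), at percentile 7.88, with 8 genes above 0 and 12 below. The list therefore did not rise, which argues against a larger share of gland as the whole cause of the rise of these genes. In the same comparison the skeletal muscle list had a median of 0.63.

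Across 20279 probes, the log2 ratios of WT and KO at 30 min were correlated negatively (Pearson's r = -0.52, Spearman's rho = -0.64; across probes, which are not independent replicates). The difference between the genotypes was not tested. KO at 30 min was also correlated negatively with KO at 60 min (r = -0.32), and WT at 30 min positively with KO at 60 min (r = 0.50). Between the genotypes at 60 min r was -0.15 (rho = 0.08). Between KO at 30 min and WT at 60 min r was 0.15 (rho = -0.19), so in both pairs the sign depends on the coefficient. Within 2127 genes with a pair of probes, the probe nearer the 5′ end had the lower ratio in 76.8% of genes in WT at 30 min and in 26.3% in KO at 30 min, against 57.9% and 63.6% at 60 min. On single arrays these were 73.4% and 66.0% in WT and 29.8% on both in KO. Among 573 genes whose probes differ by at most 2 percentage points of GC content, the shares were 74.9% and 28.1%. With normexp and loess the shares were 75.2% and 24.6%, and with median centring 73.9% and 24.5%. Relative to the mean of its slide, the 5′ probe was lower in 71.3% of genes in the PACAP sample of WT at 30 min and in 73.9% in the vehicle sample of KO at 30 min. A difference in RNA integrity, or in the length of the labelled RNA, in these 2 samples is a candidate explanation for a part of the opposite profiles, since it needs shares on opposite sides in the pairs (26.3% in KO). The paper reports that RNA quality was checked by absorbance, gel electrophoresis and RT-PCR. An opposite response of the genotypes stays open, as untested.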

How the results depend on the processing

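The added counting rule with the series matrix ratios, the mean of 2 folds at single spots and the time point as a covariate for the vehicle samples were chosen after the values were seen, and every other alternative was planned. For the 4 counts of changed probes, 44 of the values under an alternative stayed within 1.5 times the count and 20 did not. For list medians, 294 values kept their side of the middle 95% of random lists, 21 moved inside it and 5 moved outside it, and none changed sign while outside. For limma's counts 26 were alike and 4 moved. Of the folds of named genes, 761 moved by less than the spread of the 2 arrays and 125 by more. The folds on single arrays are among the 761 by construction, since an array cannot differ from the mean of the pair by more than that spread. For every change below, the cause was not tested.

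Without a p filter there were 222 changed probes in WT and 434 in KO at 30 min. Normexp and loess gave 57 and 164 at 30 min and 170 and 72 at 60 min, in WT and KO. Median centring gave 325 in WT at 30 min. Both normalizations were counted without a p filter, so at 30 min they compare with 222 and 434 and not with the main counts. The series matrix ratios without a p filter gave 315 and 457 at 30 min and 613 and 375 at 60 min. On a single array, the counts were between 612 and 870 (WT, 30 min), 881 and 1197 (KO, 30 min), 679 and 837 (WT, 60 min) and 446 and 701 (KO, 60 min). Limma over the single arrays, which compares the extracts and not the conditions, gave 65 in KO at 60 min and 112, 269 and 201 in WT at 30 min, KO at 30 min and WT at 60 min. With the dye orientation as a replicate block, the same fit gave 167, 345, 251 and 102 in WT and KO at 30 min and WT and KO at 60 min, of which 127, 265, 236 and 89 were counted without it under the counting rule.

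The balance of up- and down-regulated probes moved by more than 10 points in several settings. In WT at 30 min it was 32 and 25 with normexp and loess, 191 and 134 with median centring, 180 and 135 with the series matrix, 293 and 319 on array 1 alone, and 70 and 45 or 90 and 58 with the added rule. In KO at 30 min it was 258 and 125 with p on either array, 267 and 167 without p, 283 and 117 with median centring, 273 and 184 with the series matrix, 723 and 474 or 435 and 446 on a single array, and 238 and 107 with the replicate block. In WT at 60 min it was 272 and 341 with the series matrix, 374 and 463 on array 1 alone, and 197 and 76 with the added rule. In KO at 60 min it was 93 and 282 with the series matrix, 285 and 161 or 256 and 445 on a single array, and 45 and 82 or 53 and 104 with the added rule.

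The limma count for the mean effect was between 0 and 1 when 1 comparison was left out, with 1 probe without WT at 30 min. For the difference between KO and WT it was 17 with the time point as a covariate, and between 0 and 170 when 1 comparison was left out, with 170 without WT at 30 min and 83 without WT at 60 min. With 1 comparison left out a genotype has 1 value, which is assumed to vary like the other genotype.

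With normexp and loess, list medians moved inside the middle 95% for hair in WT at 30 min (0.12), cartilage and bone in KO at 60 min (-0.036), wound response in KO at 30 min (0.10) and immediate early genes in WT at 60 min (-0.040). The eccrine gland list in WT at 60 min moved outside it (0.060). With median centring, the hepatocyte list (0.17) and the wound list (0.20) in KO at 30 min, hair in WT at 30 min (0.14) and immediate early genes in WT at 60 min (-0.053) moved inside. With the probe of the largest change, cartilage and bone in KO at 60 min moved inside (-0.036). On single arrays, medians moved across the limit within these ranges. The hepatocyte list was between -0.030 and -0.015 in WT and between 0.14 and 0.24 in KO at 30 min. Hair in WT at 30 min was between 0.061 and 0.14. Cartilage and bone was between -0.16 and 0 in WT and between -0.16 and -0.038 in KO at 60 min. Neutrophil genes in WT at 60 min were between -0.092 and -0.072, and eosinophil genes in KO at 60 min between -0.40 and -0.076. The wound list was between -0.17 and -0.088 (WT, 30 min), 0.10 and 0.31 (KO, 30 min), 0.027 and 0.17 (WT, 60 min) and 0.0035 and 0.29 (KO, 60 min). Immediate early genes were between -0.14 and -0.052 in WT and between 0.083 and 0.14 in KO at 60 min, and eccrine gland genes in KO at 60 min between -0.12 and -0.049.

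Signal over background limits the dim genes. Kcnn2, Cxcl9 at 30 min and 2 of the 3 Trub2 probes were well above background on at most 1 of the 2 arrays in some samples.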

Differences from the paper's values

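The added rules in this part, the series matrix ratios past the fold on each array and the mean of the 2 folds at single spots, were chosen after seeing the values, and no cause of a difference was tested. Each value below is followed by the alternatives under which it comes within 1.5 times the paper's.

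In WT at 60 min, 43 probes were down-regulated, against the paper's 76. Of the alternatives set before the data were examined, p on either array (52), no p filter (57) and median centring (64) come within 1.5 times the paper's value, and the others do not. The added rule of the series matrix ratios, chosen after seeing the values, gave 76 as distinct gene names and 78 as single spots. As distinct gene names, that rule also gave the paper's values of 70 and 45 in WT at 30 min, 190 and 43 in KO at 30 min and 197 up-regulated in WT at 60 min.

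In KO at 60 min, 56 probes were up-regulated, against the paper's 170, and no alternative came within 1.5 times that. The settings chosen beforehand ranged from 29 with normexp and loess to 285 on a single array, and the added rule, chosen after seeing the values, gave 45 distinct gene names. In the same comparison 59 probes were down-regulated, against the paper's 39. The fold on each array (56), distinct gene names (49), normexp and loess (43), limma over the single arrays (35) and its replicate block (48) come within 1.5 times the paper's value. The other settings chosen beforehand do not, nor does the added rule, with 82 distinct gene names.

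Kcnn2 in WT at 30 min was 1.73-fold, against the paper's 2.60. Median centring (1.75), outlier spots kept (1.76) and array 1 alone (1.77) come within 1.5 times the paper's value, while normexp and loess, the series matrix, array 2 alone and the probe with the largest change do not. The spot with the largest change, by the mean of its 2 folds, gave 2.60, a setting chosen after seeing the values. Chrna1 in KO at 30 min was 0.861-fold, against the paper's 0.42. The probe with the largest change, a setting chosen beforehand, gave 0.419, as did the single spots chosen after seeing the values, and the other alternatives do not come that near. Tbc1d1 in WT at 30 min was 1.32-fold, against the paper's 2.5. The probe with the largest change gave 2.50 there, as did the single spots chosen after seeing the values, and the other alternatives do not.

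The paper counts Kcnn2 among the genes that PACAP up-regulated in WT at 30 min, while its mean here was under the fold threshold and its p was 0.339 and 0.241 on the arrays. The paper reports Il6, Cxcl9 and Cxcl5 in both genotypes. Here Il6 rose in both, Cxcl9 passed the thresholds only in WT at 60 min (13.4-fold) and Cxcl5 only in KO (29.1-fold at 30 min). In the series matrix ratios Cxcl9 was 2.02-fold in WT at 30 min, without a vehicle signal well above background. The paper speaks of a large number of Trub2 probes, while the array holds 3, of which the 1 on 10 spots fell and the others, with signals near background, were 0.953-fold and 1.04-fold. The paper gives contractile genes as decreased in KO, which held at 30 min, where 12 of 25 were down-regulated and 0 up-regulated, with a median of 0.515-fold. At 60 min 3 were down-regulated and 0 up-regulated, while the median was 1.10-fold. Ear1 (0.161-fold) is among the 3, and whether it is a contractile gene was not checked. The names of Figure 5 that were not past the thresholds here, such as 6 of the 20 shown as decreased in KO at 60 min, are given at that figure.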

Other observations

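Of the tests in this part, those of dye bias as the whole cause, of the Trub2 probes and of the vehicle samples with the time point as a covariate were chosen only after the results were seen.

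The dye swap shows how far single arrays carry a gene-specific dye effect. Of the probes past both thresholds on either array, the share with the opposite direction on the other array was 68.5% (WT, 30 min), 57.6% (KO, 30 min), 62.4% (WT, 60 min) and 73.9% (KO, 60 min). Whether dye bias is left in the means of the arrays cannot be told apart from weak effects of PACAP by this share (73.9% at most), since the same arrays define both. Across 20279 probes the turned ratios of the 2 arrays were correlated in each comparison, with r = 0.40, 0.65, 0.36 and 0.19 in that order. A positive value in every comparison, 0.19 being the lowest, argues against dye bias as the whole cause of the changes, since dye bias alone would give a negative one.

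For the mean effect over the 4 comparisons, limma gave 0 probes past an adjusted p of 0.05, with 678 at an unadjusted p under 0.05, and 3086 without KO at 30 min. With a count of 0, all 8 choices of the directions of the comparisons necessarily gave as many. At an unadjusted p under 0.05 the other choices gave 5986, 3055, 1418, 982, 664, 533 and 393, so the real directions do not stand out, and 8 choices are too few to exclude chance. The largest, 5986, came with only KO at 30 min turned round, the comparison whose omission gave 3086. No cause of this was tested. The 5 smallest p were those of A_55_P2020538 (log2 mean 0.95), Tmem51os1 (0.73), 4933406J10Rik (0.77), Olfr661 (0.64) and Olfr572 (0.59). For KO against WT, Slpi was followed by Stfa2 (log2 difference 1.83), Stfa1 (1.52), Saa3 (2.39) and Cym (1.32).

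Trub2 fell in KO at 30 min at its 3′ probe, while the lower of its 5′ probes was 0.953-fold. A poorer vehicle sample may give such a gap, and across 2127 genes the 3′ probes had a median log2 ratio of -0.20 in that pair and the 5′ probes 0.09. Both 5′ probes of Trub2 were well above background on 1 array only in the PACAP sample, with vehicle levels of 6.44 and 6.00 against 11.00 at the 3′ probe, so they may be too dim to show a fall. The 0.953-fold value therefore leaves dim probes, RNA integrity and a change of 1 transcript form open, and they cannot be told apart here.

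Aqp5 was read by 2 probes, which were 0.858-fold and 0.804-fold in WT and 0.585-fold and 0.892-fold in KO at 30 min. At 60 min they were 0.868-fold and 0.833-fold in WT and 0.917-fold and 0.873-fold in KO, and none was past the thresholds. Between the vehicle samples of the genotypes, limma found 0 of 37538 probes past an adjusted p of 0.05, with 2425 at an unadjusted p under 0.05, and between 1332 and 2289 when 1 sample was left out, with 1332 without WT at 30 min and 1549 without KO at 30 min. With the time point as a covariate, chosen after the values were seen, these were 0 and 5389. Without the covariate, the smallest p was that of Wdfy1, with a log2 difference of 1.97 (standard error 0.09, adjusted p = 0.76 from limma). It was followed by Rnf126 (-1.02), Lrrc17 (0.97), Pex5 (-0.67) and Plekhj1 (-0.65). No probe of Adcyap1, Vip, Vipr1, Vipr2 or Gapdh was past the counting thresholds. Vip was well above background on at most 1 array of a sample, and the brightest probes of the others ranged from 0.584-fold (Vipr1, KO at 30 min) to 1.30-fold (Gapdh, WT at 30 min). The housekeeping list, with all 12 genes well above background on every vehicle array, lay between percentile 15.0 and 76.9 of random lists in the 4 comparisons. Cartilage and bone genes, 10 of 18 of them well above background on every vehicle array, had a median of -0.08 in KO at 60 min (percentile 2.07). Genes of eosinophils and alternatively activated macrophages, 6 of 14 of them well above background there, had a median of -0.25 in KO at 60 min (percentile 0), and -0.01 in WT at 60 min.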
